A study of Mus musculus with 44 samples.

How the data were processed

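The deposited table held 35556 probe sets for 44 one-colour Affymetrix mouse gene arrays, as log2 values that the authors had made with RMA. The software, its version and the probe set definition behind those values are not given in the sources used here. The values were used as deposited, without further normalization and without a filter on dim probe sets. They ran from 1.46 to 13.6 with no missing value, the array medians ran from 6.64 to 6.77, and the correlation between any pair of arrays ran from 0.935 to 0.996, with 0 pairs of identical arrays. The platform annotation gave a gene symbol to 23410 probe sets. Of these, 21789 carried 1 symbol and were kept. The 1621 probe sets that carried several symbols and the 12146 without one were left out of the gene tests. A gene with several probe sets, as 999 genes had, was represented by the probe set with the highest mean over all arrays, which gave 19938 genes. Ly6c1 and Ly6c2 had no probe set of their own, so the probe sets that both genes share were read separately and entered no count. Gdf15 had no probe set of its own and was not analysed here.

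Groups followed the labels. Macrophages (MFs) labelled Ly6C+ F4/80low came from wild-type (WT, C57B6/J) muscle at day 1 (n = 4), day 2 (n = 6) and day 4 (n = 4) and from knockout (KO) muscle at day 1 (n = 4), day 2 (n = 5) and day 4 (n = 4). MFs labelled Ly6C- F4/80high came from day 2 in WT (n = 6) and KO (n = 5). Rosiglitazone arrays were WT day 2 Ly6C+ (n = 3) and Ly6C- (n = 3). The KO animals carried a floxed Pparg and Cre recombinase inserted at Lyz2. All 44 arrays were used. The labels give no animal, scan date or batch. Same-number replicates of the compared groups were tested for pairing after the group means were removed. In no contrast did every pair of that kind correlate above 0.1, so the arrays were treated as unpaired. This rule does not exclude pairing of the day 2 subsets. There r ran from 0.011 to 0.600 in WT and from 0.043 to 0.285 in KO. The same number gave the highest r for 3 of 6 replicates in WT and 4 of 5 in KO. Contrasts and interactions between subsets carry this limit.

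One mean per group was fitted to each gene over all 44 arrays with limma 3.58.1 (lmFit and eBayes with default settings) in R 4.3.3, with 34 residual and 6.46 prior degrees of freedom. There were 10 contrasts of groups. They compared Ly6C- with Ly6C+ MFs at day 2 in WT and in KO, day 2 with day 1 and day 4 with day 2 in WT Ly6C+ MFs, KO with WT in each of 4 conditions, and rosiglitazone with no rosiglitazone in each day 2 subset. A further 4 interaction contrasts compared the genotype effect between subsets, the rosiglitazone effect between subsets, and the genotype effect between day 2 and day 1 and between day 4 and day 2. Differences are the first-named group minus the second on the log2 scale. A gene passed at a Benjamini-Hochberg adjusted p below 0.05 over the 19938 genes of a contrast, by limma's moderated test, two-sided. All adjusted p values given for single genes are limma's. "Rose", "fell", "higher" and "lower" are used of genes that passed, unless the text says otherwise. Errors are the SD over arrays of a group or the SE of a fitted difference.

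Genes were named by a fixed rule. In each contrast these were the 10 largest rises and the 10 largest falls among genes that passed, with symbols of predicted genes left out of the names though not of the counts. Pparg, Lyz2, Gdf3, Igf1, Fabp4, Cd36, Angptl4, Plin2, Adgre1 and Cx3cr1 were read in every contrast. Up to 4 members that passed were named for each list that passed, or the 2 members with the largest values where none had. 1 list member that this rule picks is not reported here. Any other gene is said to have been chosen after its values were seen.

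There were 29 gene lists, fixed from general knowledge. The lists of MF functions were PPAR and lipid handling, fatty acid oxidation, cholesterol synthesis, LXR targets and cholesterol export, inflammatory cytokines and chemokines, interferon response, secreted growth and repair factors, alternative activation, efferocytosis and complement C1q, MHC class II antigen presentation, cell cycle, monocyte identity, macrophage maturation, lysosome, glycolysis and hypoxia, oxidative phosphorylation and TCA cycle, iron and heme handling, matrix remodelling, and immediate early and heat shock. The lists of markers of other cells covered neutrophil, skeletal muscle fibre, myoblast, fibroblast, endothelium, T and NK cell, B cell, dendritic cell, eosinophil and mast cell, and erythroid. The erythroid list had 2 of its 7 genes on the arrays as genes of their own, and the monocyte list 11 of 14. Each list was tested against all other genes with camera of limma at a preset correlation of 0.01, adjusted over the 29 lists of a contrast, and again with the correlation estimated from the data. Members that passed were also counted with p adjusted over the list alone.

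The position of each day 4 array was its projection on the line from the WT day 2 Ly6C+ mean (0) to the WT day 2 Ly6C- mean (1), over the genes that passed between those subsets. The KO and rosiglitazone effects were correlated across genes with Pearson's r. They share WT controls, which alone gives a positive r, so the r was also simulated with no true effect and recomputed with the 6 controls split 3 and 3. Gene order along chromosomes came from a RefSeq gene table of assembly GRCm38.p6, which holds 19856 of the tested genes and lacks 82. The authors name no assembly and no coordinates were used. Over-representation was tested with Fisher's exact test, two-sided. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

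The groups, contrasts, thresholds, lists, naming rule and first set of alternatives were chosen before the data were examined. These alternatives were quantile normalization again, centring on array medians, genes above the median gene mean only, the mean of a gene's probe sets, only the arrays of the compared groups, eBayes with trend and robust, array weights (with statmod 1.5.0 installed), a fold of at least 1.5 added to the adjusted or to the unadjusted p, the replicate number as a block, each array left out in turn, and for lists an estimated correlation and fry. After the data had been seen, WT day 2 replicates 1 to 3 and 4 to 6 were also fitted as separate groups, because Lyz2 differed between them. This is a split by replicate number, and the labels give no reason for it. In a self-test, 100 genes of simulated data were given a log2 difference of 1 and 100 a difference of 2 in each of 4 contrasts. At a difference of 1 the fit recovered 100 for genotype at day 1 and 98 for genotype in day 2 Ly6C+ MFs. It recovered 98 for rosiglitazone in Ly6C+ MFs and 93 for the interaction of genotype and subset. At a difference of 2 it recovered 100 in each contrast. False calls in these contrasts, in the same order, were 5, 11, 15 and 3. Raw scans, protein data and muscle histology were not used here.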

Results

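RNA of MFs sorted from tibialis anterior muscle injured with cardiotoxin, a snake toxin that kills muscle fibres, was measured on 44 arrays in 10 groups. CD45+ cells, the leukocytes of the muscle, were enriched on beads and sorted on Ly6C, a marker of inflammatory monocytes, and F4/80, a MF surface protein encoded by Adgre1. Groups of WT MFs labelled Ly6C+ F4/80low had 4 arrays at day 1, 6 at day 2 and 4 at day 4, and the KO groups had 4, 5 and 4. The day 2 groups labelled Ly6C- F4/80high had 6 WT and 5 KO arrays. Rosiglitazone, a drug that activates PPARγ, was represented by 3 Ly6C+ and 3 Ly6C- arrays of WT day 2. The number of arrays limits the precision of every value. Over all genes, the first and second principal components held 52.8% and 14.7% of the variance.

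The genotype was read first from Pparg (probe set 10540897), the gene the KO was designed to remove from myeloid cells, which encodes a nuclear receptor for fatty acids. Pparg did not pass between KO and WT in any condition. The difference was 0.10 at day 1 (SE 0.14, n = 4 and 4, adjusted p = 1, 2 of 4 KO arrays above every WT array) and 0.08 in day 2 Ly6C+ MFs (SE 0.12, n = 5 and 6, adjusted p = 0.82, 0 of 5). Against WT replicates 1 to 3 and 4 to 6 the latter was 0.33 and -0.18 (adjusted p = 0.076 and 0.55). It was 0.00 in day 2 Ly6C- MFs (SE 0.12, adjusted p = 1), or 0.19 and -0.18 against those sets (adjusted p = 0.36 and 1), and 0.24 at day 4 (SE 0.14, n = 4 and 4, adjusted p = 1, 3 of 4 above). The sources used here do not say which exons the probe set reads or which the floxed allele loses, so these values do not measure deletion. Lyz2 (probe set 10372648), which encodes lysozyme and holds the Cre insertion, had a KO mean of 9.72 ± 0.06 (SD, n = 4) against 12.95 ± 0.12 (SD, n = 4) in WT at day 1. At day 4 it was 9.65 ± 0.39 against 12.99 ± 0.15 (SD, n = 4 each). All 4 KO arrays were below all 4 WT arrays on both days, though with the SE pooled over all groups the differences of -3.23 (SE 0.75, adjusted p = 0.197) and -3.34 (SE 0.75, adjusted p = 0.067) did not pass.

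Within WT day 2 the Lyz2 level split by replicate number. Arrays labelled replicates 1 to 3 had 8.87 ± 0.17 in Ly6C+ and 9.18 ± 0.10 in Ly6C- MFs (SD, n = 3 each). Replicates 4 to 6 had 12.81 ± 0.19 and 12.86 ± 0.09, and the KO groups of day 2 had 9.49 ± 0.21 and 9.64 ± 0.19 (SD, n = 5 each). Lyz1, the neighbouring lysozyme gene, was 1.71 higher in replicates 1 to 3 (SE 0.10). A contrast of the replicate sets over both subsets, chosen after the split was seen, passed for 2137 genes, with Lyz2 at -3.82 (SE 0.09) and Ifnb1, an interferon gene, the largest beyond the lysozymes at -1.65 (SE 0.43). Counts of comparisons that use WT day 2 are therefore also given with each replicate set, beside values of some named genes that depended on it.

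The first comparison asked how the day 2 subsets of WT muscle differ, as Ly6C- F4/80high MFs minus Ly6C+ F4/80low MFs (n = 6 and 6). The test passed for 9007 genes, 4419 higher and 4588 lower in Ly6C- MFs. This balance turned to 5150 higher and 2513 lower after centring on array medians. With only the arrays of these groups it passed for 5831 genes. With replicates 1 to 3 of both subsets it passed for 6137 genes, with replicates 4 to 6 for 6111 (3614 higher, 2497 lower) and with both for 3878. The sort markers came first. A pair of probe sets shared by Ly6c1 and Ly6c2 was lower by -3.12 and -2.91, and Adgre1 was 0.55 higher (SE 0.06, adjusted p = 1.7e-10, 6 of 6). Pparg did not differ (0.07, SE 0.12, adjusted p = 0.63). Among the largest rises were Htr2b, a serotonin receptor, at 3.77 (SE 0.09, adjusted p = 4.5e-31) and Igf1, a growth factor for muscle, which went from 7.93 ± 0.46 to 10.90 ± 0.21 (SD, n = 6 each, adjusted p = 7.4e-19). Atp6v0d2, a proton pump subunit (3.75), and Npl, a sialic acid lyase (3.16), rose as well. Serpinb6a (3.07), Plpp3 (2.84), the chemokine Ccl8 (2.71), the repressor Bhlhe41 (2.58), the scavenger protein Cd5l (2.55) and the hydrolase Cmbl (2.50) completed the rises. Genes of blood monocytes fell most, with Serpinb10 at -5.87, Ly6a2 at -5.66, Ifitm6 at -4.55, Plac8 at -4.42, the matrix proteoglycan gene Vcan at -4.18 and Adgre4 at -3.44. Klra2 (-3.40), Gpr141 (-2.87), Ly6i (-2.59) and Trem1, an amplifier of inflammation (-2.59), also fell. For each of these 20 genes all 6 Ly6C- arrays lay beyond all 6 Ly6C+ arrays. Gdf3, a growth factor of the TGF-β family, rose by 1.24 (SE 0.11, adjusted p = 2.1e-12, 6 of 6). The PPARγ target genes Cd36 (1.56), Fabp4 (1.53), Angptl4 (0.81) and Plin2 (0.34) rose in 6 of 6 arrays, and Cx3cr1 fell by -0.41 (SE 0.17, adjusted p = 0.042, 0 of 6).

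Lists of energy use and clearance rose in Ly6C- MFs. Fatty acid oxidation had 14 of 16 genes higher (14 adjusted over the list alone, adjusted p = 1.1e-08), among them Decr1 at 1.64 and Acadm at 0.90. Oxidative phosphorylation had 16 of 17 higher (16 adjusted over the list alone, adjusted p = 3.1e-06), with Ndufb8 at 0.76 and Sdha at 0.58. The lysosome list had 16 of 18 higher (16 adjusted over the list alone, adjusted p = 1.0e-12), with Lipa and Gaa at 1.06. Efferocytosis, the uptake of dead cells, had 10 of 14 higher and 2 lower (12 adjusted over the list alone, adjusted p = 3.1e-06), with Gas6 at 2.34, Mfge8 at 1.85 and C1qa at 1.67. LXR targets had 8 of 10 higher (8 adjusted over the list alone, adjusted p = 0.00035), with the cholesterol carriers Pltp (0.97), Abca1 (0.89) and Apoe (0.76). Iron and heme handling had 8 of 11 higher (8 adjusted over the list alone, adjusted p = 0.00046), with Tfrc at 1.34 and Slc48a1 at 1.32. Growth and repair factors had 9 of 17 higher and 4 lower (13 adjusted over the list alone, adjusted p = 0.00029), with Pdgfc at 2.17 and Vegfb at 1.12 beside Igf1 and Gdf3. All 7 of these calls held with an estimated correlation.

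Cell cycle had 27 of 31 genes higher (27 adjusted over the list alone, adjusted p = 4.5e-14), with the replication gene Mcm6 at 1.90 and the cyclin Ccna2 at 1.89, and adjusted p = 0.060 with an estimated correlation. MF maturation had 8 of 13 higher and 2 lower (11 adjusted over the list alone, adjusted p = 0.0012), with Fcrls at 2.18 and Cd63 at 1.36, and adjusted p = 0.062 with an estimated correlation. PPAR and lipid handling had 7 of 13 higher and 3 lower (11 adjusted over the list alone, adjusted p = 0.035), with the lipase Lpl at 2.49 and Gpat3 at -1.45, and adjusted p = 0.062 with an estimated correlation.

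Monocyte identity fell, with 11 of 11 genes lower (11 adjusted over the list alone, adjusted p = 9.0e-22). MHC class II antigen presentation had 8 of 10 lower and 1 higher (9 adjusted over the list alone, adjusted p = 1.2e-05), with the costimulator Cd86 at -1.66, H2-Ab1 at -1.35 and their regulator Ciita at -1.21. Beside it the dendritic cell markers had 6 of 9 lower (7 adjusted over the list alone, adjusted p = 0.00077), with Cd209a at -1.39, Kmo at -0.93 and Flt3 at -0.76. These 3 calls held with an estimated correlation. The interferon response had 19 of 20 lower (20 adjusted over the list alone, adjusted p = 1.2e-08), with the antiviral genes Oas2 at -1.52 and Mx1 at -1.33, and adjusted p = 0.122 with an estimated correlation. Inflammatory cytokines had 6 of 20 lower (6 adjusted over the list alone, adjusted p = 0.037), with Il6 at -2.55 and Il1b at -1.74, and adjusted p = 0.541 with an estimated correlation. Beside these, neutrophil markers had 7 of 15 lower and 2 higher (10 adjusted over the list alone, adjusted p = 0.013), with Lcn2 at -2.46, Il1r2 at -2.37, the neutrophil receptor Cxcr2 at -1.24 and S100a9 at -0.73, and adjusted p = 0.062 with an estimated correlation.

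A further 3 lists of other cells were lower in Ly6C- MFs with the preset correlation alone, and none of them passed with replicates 4 to 6 (adjusted p from 0.201 to 0.721). Endothelium had 6 of 8 lower and 1 higher (7 adjusted over the list alone, adjusted p = 0.038), with the junction gene Cdh5 at -1.26, and adjusted p = 0.382 with an estimated correlation. Fibroblast had 6 of 10 lower (6 adjusted over the list alone, adjusted p = 0.038), with Sparc at -0.94 and Dcn at -0.58, and adjusted p = 0.473 with an estimated correlation. Both values came from replicates 1 to 3 (-1.98 and -1.12), and with replicates 4 to 6 Sparc was 0.10 and Dcn -0.04. Without WT Ly6C+ replicate 1 Dcn was -0.32. T and NK cell had 8 of 12 lower (8 adjusted over the list alone, adjusted p = 0.027), with Nkg7 at -0.30, and adjusted p = 0.260 with an estimated correlation. The remaining lists did not pass. Adjusted p was 0.073 for immediate early genes (1 of 13 higher, 4 lower), 0.184 for glycolysis and hypoxia (2 of 18 higher, 7 lower) and 0.212 for cholesterol synthesis (4 of 19 higher, 9 lower). It was 0.638 for matrix remodelling (5 of 13 higher, 5 lower) and 0.584 for alternative activation (5 of 16 higher, 4 lower), whose mean was 0.18 and median -0.01. Among other cells it was 0.184 for myoblast, 0.306 for erythroid, 0.450 for eosinophil and mast cell, 0.489 for B cell and 0.638 for skeletal muscle fibre.

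The same subsets were compared in KO muscle (n = 5 and 5) to ask whether they differ there as well. The test passed for 7661 genes, 3948 higher and 3713 lower in Ly6C- MFs, or 4707 and 1591 after centring on array medians. Pparg again did not differ (0.00, SE 0.13, adjusted p = 0.99). The shared Ly6c1 and Ly6c2 probe sets were lower by -2.74 and -2.58 and Adgre1 was 0.54 higher. Igf1 rose by 2.85 (SE 0.17, adjusted p = 1.0e-16, 5 of 5), and the large rises included Atp6v0d2 and Htr2b (3.39 each), Npl (3.20), Serpinb6a (2.77), Cd5l (2.74), Plpp3 (2.55), the lactonase Pon3 (2.43), Lpl (2.43) and Ccl8 (2.38). The falls were led by Serpinb10 (-5.96), Ly6a2 (-5.53), Vcan (-4.46), Ifitm6 (-4.37), Plac8 (-4.18), Adgre4 (-3.43), Klra2 (-3.30), the cytokine Il6 (-3.02), Ly6i (-2.61) and Cytip (-2.51). All 5 Ly6C- arrays lay beyond all 5 Ly6C+ arrays for each of these. Gdf3 rose by 0.93 (SE 0.12, adjusted p = 3.6e-08, 5 of 5), Cd36 by 1.43, Fabp4 by 1.25 and Angptl4 by 0.64. Of 16 lists that passed, fatty acid oxidation (adjusted p = 0.025), growth and repair (0.049), MHC class II (0.024), monocyte identity (2.1e-06), lysosome (0.016) and iron and heme (0.0012) held, the values here being those with an estimated correlation. Glycolysis and hypoxia passed in KO (1 of 18 higher, 7 lower, adjusted p = 0.031), with Egln3 at -1.42 and Ero1a at -1.11, and adjusted p = 0.472 with an estimated correlation. PPAR and lipid handling had 7 of 13 higher and 5 lower and did not pass (adjusted p = 0.089).

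The difference between these subset effects was tested as an interaction of genotype and subset. It passed for 2 genes, and 559 had an unadjusted p below 0.05. Cmbl rose less in KO (-1.21, adjusted p = 0.00015), with 7.79 ± 0.20 in WT Ly6C- MFs (SD, n = 6) against 6.63 ± 0.25 in KO (SD, n = 5). Tppp3, a tubulin binding gene, had -1.01 (adjusted p = 0.033), with 9.69 ± 0.22 against 8.83 ± 0.19. Lists with a lower KO effect in Ly6C- MFs were lysosome (adjusted p = 6.9e-05, and adjusted p = 0.307 with an estimated correlation), oxidative phosphorylation (0.030), efferocytosis (0.032) and LXR targets (0.042). Fibroblast and endothelium markers (0.0042 each) and dendritic cell markers (0.018) had a higher one. None of these 7 held with an estimated correlation.

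The next comparison asked what changed in WT Ly6C+ MFs from day 1 to day 2 (n = 4 and 6), where 1298 genes rose and 633 fell, 1931 in all, or 537 with only the arrays of these groups. Pparg rose from 9.21 ± 0.07 to 10.31 ± 0.38 (SD, adjusted p = 1.1e-07, 6 of 6 above day 1). Its target Fabp4 rose by 1.04 (SE 0.17, adjusted p = 4.1e-05, 5 of 6) while Cd36 fell by -0.46 (SE 0.14, adjusted p = 0.028, 5 of 6), or by -0.27 without WT day 2 replicate 4 (adjusted p = 0.060), and Gdf3 did not change (0.07, adjusted p = 0.82). The chemokine receptor gene Cx3cr1 rose by 1.47 and Fcrls by 1.34, both in 6 of 6. Other large rises were Trp53inp1 (2.82-fold, the largest, adjusted p = 3.3e-05), Lyz1 (1.35), Cd28 (1.32), Itga6 (1.31), the oxygen sensor Egln3 (1.29), Ndnf (1.28), the desaturase Fads1 (1.26) and Gas6, a bridge to dead cells (1.25). Igf1 rose by 0.75 (adjusted p = 0.0041, 6 of 6) and Adgre1 by 0.20 (adjusted p = 0.038, 5 of 6). The falls were led by Il6 at -2.56 (SE 0.30, adjusted p = 8.7e-08) and the neutrophil attractant Cxcl3 at -2.35 (SE 0.27, adjusted p = 5.9e-08), both in 6 of 6. They went on with Lrg1 (-2.27), Ifnb1 (-2.16), the coagulation starter F3 (-2.06), the cytokine Lif (-2.02), the activin subunit Inhba (-2.01), Serpinb2 (3.99-fold lower, adjusted p = 1.2e-04) and Il1a (-1.96). Lyz2 was at -2.11 (adjusted p = 0.040) over all 6 arrays, at -4.09 with replicates 1 to 3 and at -0.14 with 4 to 6 (adjusted p = 0.62), so this value reflects the replicate split. Ifnb1 was -3.43 and -0.90 with those sets, Egln3 1.95 and 0.62, Lyz1 2.30 and 0.40 and Cd36 -0.22 and -0.71. Of these Ifnb1 (adjusted p = 0.13) and Egln3 (0.44) did not pass with replicates 4 to 6, nor Cd36 (0.40) with 1 to 3. With replicates 1 to 3 as day 2 the test passed for 2645 genes, with replicates 4 to 6 for 2294 and with both for 753.

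Of 10 lists that passed from day 1 to day 2, those of inflammatory cytokines and neutrophil markers held with an estimated correlation. Inflammatory cytokines had 12 of 20 lower (15 adjusted over the list alone, adjusted p = 1.1e-18), with Tnfsf9 at -1.61 (-1.08 with replicates 4 to 6, adjusted p = 0.19). Neutrophil markers had 5 of 15 lower (adjusted p = 1.8e-05), with Lcn2 at -1.79, S100a8 at -1.33, Mmp9 at -1.21 and S100a9 at -0.72. Alternative activation fell (1 of 16 higher, 3 lower, adjusted p = 0.0053), with Ccl24 at -1.44 and Chil3 at -1.07 against Clec10a at 0.69, and adjusted p = 0.148 with an estimated correlation. Monocyte identity fell (3 of 11 lower, adjusted p = 0.00090), with F10 at -0.74 and Gsr at -0.56, and adjusted p = 0.148 with an estimated correlation. Matrix remodelling fell (3 of 13 higher, 4 lower, adjusted p = 0.017), with the protease Mmp14 at -1.08 and its inhibitor Timp2 at 0.96, and adjusted p = 0.148 with an estimated correlation. Immediate early genes fell (1 of 13 higher, 4 lower, adjusted p = 0.016), with Ier3 at -0.67 and the chaperone Hsph1 at 1.11 (0.52 with replicates 4 to 6, adjusted p = 0.29), and adjusted p = 0.414 with an estimated correlation. MHC class II rose (4 of 10 higher, adjusted p = 0.032), with H2-Ab1 at 0.58 and H2-DMa at 0.56, and adjusted p = 0.414 with an estimated correlation. MF maturation (4 of 13 higher, 1 lower, adjusted p = 0.021, Aif1 at 0.53), cell cycle (3 of 31 higher, adjusted p = 0.021, Mcm6 at 0.55) and cholesterol synthesis (2 of 19 higher, adjusted p = 0.021, Dhcr7 at 0.56) rose. They had adjusted p = 0.339, 0.649 and 0.633 with an estimated correlation.

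From day 2 to day 4, the same label in WT was followed into the phase of regeneration (n = 6 and 4). The test passed for 9921 genes, 4739 higher and 5182 lower at day 4. Pparg fell by -0.37 (SE 0.13, adjusted p = 0.019, 2 of 4 below every day 2 array). The fall was -0.12 with replicates 1 to 3 as day 2 (adjusted p = 0.45), -0.62 with 4 to 6 (adjusted p = 1.1e-04) and -0.23 without WT day 2 replicate 5 (adjusted p = 0.081). Gdf3 rose by 1.10 (SE 0.12, adjusted p = 4.1e-10, 4 of 4) and Igf1 by 3.15 (SE 0.18, adjusted p = 1.9e-18, 4 of 4). The PPARγ targets moved apart. Angptl4 rose by 1.23 and Cd36 by 0.82, both in 4 of 4, and Fabp4 (-0.12, adjusted p = 0.55) and Plin2 (-0.14, adjusted p = 0.16) did not change. Adgre1 rose by 0.74 and Cx3cr1 by 1.66, and the probe sets shared by Ly6c1 and Ly6c2 were lower by -2.02 and -1.92. The largest rise was Dnase1l3, which degrades DNA of dead cells, from 5.75 ± 0.16 to 10.37 ± 0.17 (SD, adjusted p = 3.6e-31). Npl (4.04), Ccna2 (3.89), Atp6v0d2 (3.89), the lectin-like receptor Cd72 (3.85), Serpinb6a (3.55), Ccl8 (3.25), Gbgt1 (3.17) and Gpr34 (3.15) followed. Among the falls were Serpinb10 (-6.30), Ly6a2 (-5.82), Vcan (-5.58), Clec4e, a sensor of cell debris (-4.72), Trem1 (-4.42), B3gnt5 (-4.34), the oxidised lipid receptor Olr1 (-3.95), the nuclear receptor Nr4a2 (-3.75), Ifitm6 (-3.68) and Tarm1 (-3.67). All 4 day 4 arrays lay beyond all 6 day 2 arrays for each of these 20 genes. The balance turned to 5282 higher and 3394 lower after centring on array medians. Lyz2 was at 2.15 (adjusted p = 0.0085, 2 of 4) over all day 2 arrays, at 4.12 with replicates 1 to 3 as day 2 and at 0.17 with 4 to 6 (adjusted p = 0.33), so this value reflects the replicate split. With replicates 1 to 3 as day 2 the test passed for 10193 genes, with replicates 4 to 6 for 7825 and with both for 6132.

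Of 20 lists that passed from day 2 to day 4, 8 held with an estimated correlation. MF maturation had 12 of 13 higher (adjusted p = 3.4e-10), with Fcrls at 2.68, the sialic acid receptor Siglec1 at 2.26 and Itgax at 2.04. Efferocytosis had 12 of 14 higher and 1 lower (adjusted p = 3.1e-09), with C1qa at 2.65, Mfge8 at 2.53 and the receptor Axl at 2.50. LXR targets had 9 of 10 higher (adjusted p = 3.3e-08), with Pltp at 2.42 and Abcg1 at 2.09. Cell cycle had 29 of 31 higher (adjusted p = 1.9e-22), with Ccnb2 at 3.11 and the mitotic kinase Plk1 at 2.97. Lysosome (15 of 18 higher, 1 lower, adjusted p = 3.1e-09) and iron and heme (6 of 11 higher, 1 lower, adjusted p = 0.0028), with the iron exporter Slc40a1 at 2.86, rose. Monocyte identity had 11 of 11 lower (adjusted p = 7.0e-18), with Hp at -3.47, and neutrophil markers 12 of 15 lower and 1 higher (adjusted p = 0.00025), with Il1r2 at -2.92 and Lcn2 at -2.82.

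The other 12 did not hold. Inflammatory cytokines had 18 of 20 lower, with Cxcl3 at -3.56, Il6 at -3.41, Il1b at -3.32 and the prostaglandin synthase Ptgs2 at -3.26, and adjusted p = 0.095 with an estimated correlation. Glycolysis and hypoxia had 15 of 18 lower and 1 higher, with the glucose transporter Slc2a1 at -2.33 and the oxygen response gene Hif1a at -1.58, and adjusted p = 0.143 with an estimated correlation. Immediate early genes (11 of 13 lower, Ier3 at -1.56) and cholesterol synthesis (4 of 19 higher, 12 lower, Sqle at -1.71, Cyp51 at -1.54) fell, with adjusted p = 0.171 and 0.394 with an estimated correlation. The interferon response rose, with 15 of 20 higher, Ifit2 at 2.10, Ifit3 at 1.55 and Irf7 at 1.20, and adjusted p = 0.340 with an estimated correlation. Fatty acid oxidation (12 of 16 higher, 1 lower, Decr1 at 1.60), growth and repair factors (10 of 17 higher, 6 lower, Pdgfc at 2.56, Vegfa and Il10 at -3.03), MHC class II (8 of 10 higher, 2 lower, Ciita at 1.36, Cd86 at -1.45) and oxidative phosphorylation (10 of 17 higher, Sdha at 0.66) rose. They had adjusted p = 0.090, 0.095, 0.331 and 0.331 with an estimated correlation. Muscle fibre genes rose beside them (10 of 14 higher, 11 adjusted over the list alone, adjusted p = 2.8e-05), with the myosin light chain Myl1 at 2.94, Des at 1.41 and Acta1 at 1.32, and adjusted p = 0.095 with an estimated correlation. Myoblast genes rose (3 of 6 higher, Chrna1 at 0.88, Myog at 0.70) and endothelium fell (5 of 8 lower, Cdh5 at -1.18), with adjusted p = 0.262 and 0.334 with an estimated correlation. PPAR and lipid handling did not pass (6 of 13 higher, 3 lower, adjusted p = 0.660), its mean being -0.16 and its median 0.09.

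Because the day 4 arrays carry the Ly6C+ label, their position between the day 2 subsets was computed over the 9007 genes that separate those. The WT day 4 arrays lay at 0.916 ± 0.018 (SD, n = 4, range 0.890 to 0.930), where 0 is the WT day 2 Ly6C+ mean and 1 the Ly6C- mean. KO day 4 arrays lay at 0.953 ± 0.066 (SD, n = 4), WT day 1 at -0.147, and KO day 2 at 0.099 for Ly6C+ and 1.01 for Ly6C-. The rosiglitazone groups lay at 0.079 and 1.04. For the probe set shared by Ly6c1 and Ly6c2 the day 4 position was 0.659 in WT and 0.687 in KO, and for Adgre1 it was 1.34 in WT. At day 4, 441 genes had a mean more than 1 beyond both day 2 subset means, 229 above and 212 below, against 85 at day 1.

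**Figure D1:**
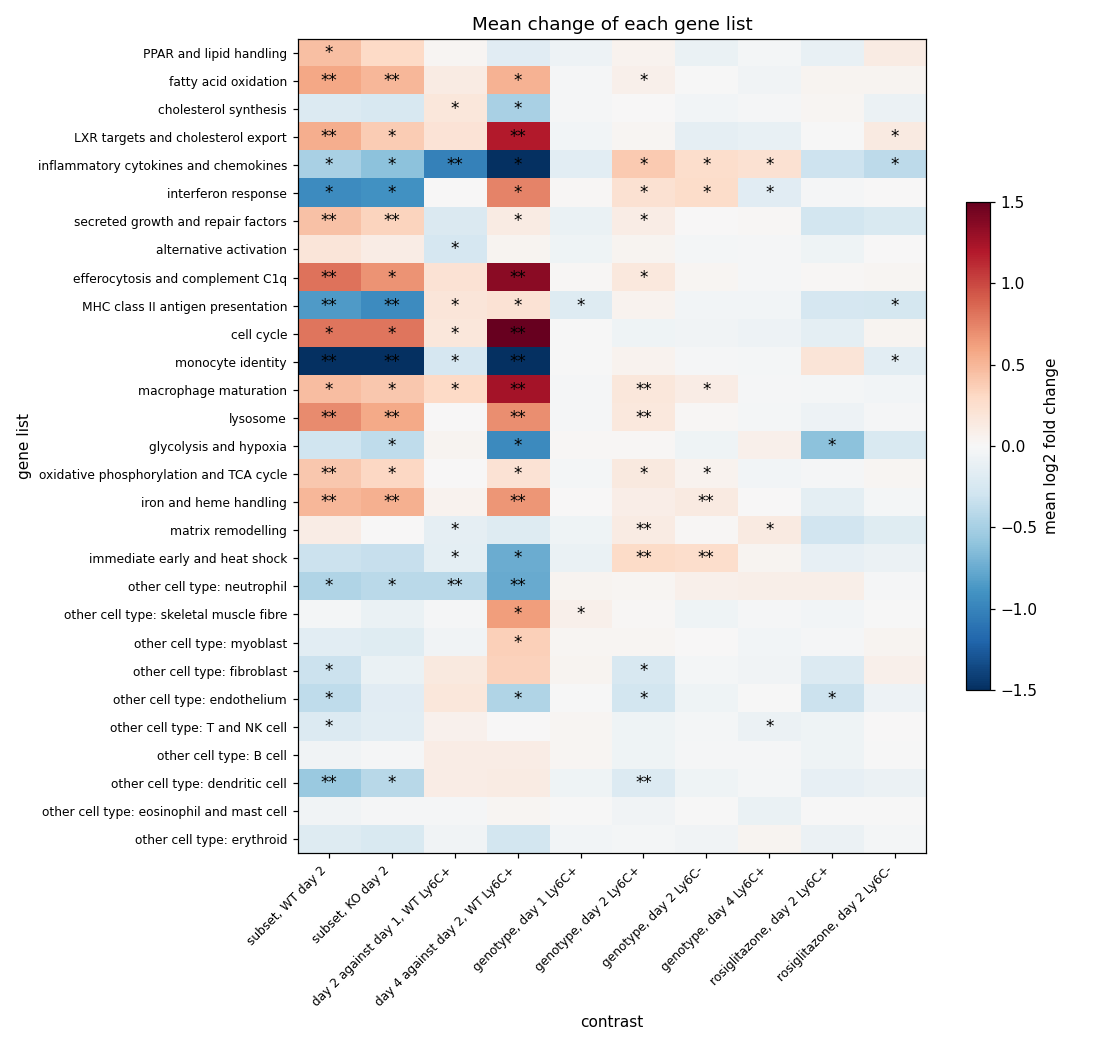
Mean log2 difference of each of the 29 gene lists (rows) in the 10 contrasts of groups (columns), with the colour capped at 1.5 in either direction. One asterisk marks a list that passed with the preset correlation and a double one a list that also held with an estimated correlation.

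KO and WT were compared in 4 conditions to ask what differs with the KO in MFs of injured muscle. At day 1 (n = 4 and 4) 6 genes were higher and 1 lower in KO, and 621 had an unadjusted p below 0.05. Gdf3 (probe set 10547633) was lower in KO (-1.17, SE 0.13, adjusted p = 3.7e-07), from 8.17 ± 0.05 (SD) in WT. Hebp1, a heme binding gene, rose by 2.41 (SE 0.25, adjusted p = 2.9e-08), Lyz1 by 2.24 (SE 0.35, adjusted p = 0.0006) and the acute phase gene Saa3 by 1.22 (SE 0.20, adjusted p = 0.0010). The semaphorin receptor Plxnd1 rose by 0.95 (SE 0.08, adjusted p = 4.9e-10), Apold1 by 0.77 and Fam234b by 0.59. All 4 KO arrays lay beyond all 4 WT arrays for these 7 genes. Igf1 (0.27), Fabp4 (-0.14), Cd36 (-0.31), Angptl4 (0.06) and Plin2 (-0.04) did not pass (adjusted p = 1 each). Even so, all 4 KO arrays lay below all 4 WT arrays for Cd36 and Plin2. KO arrays beyond every WT array were 2 of 4 for Igf1 and 0 of 4 for Fabp4 and Angptl4. MHC class II genes were lower as a list with 0 of 10 passing (0 adjusted over the list alone, adjusted p = 0.0051, H2-Eb1 at -0.57), and muscle fibre genes were higher with 0 of 14 passing (adjusted p = 0.036, Pvalb at 0.16). Both had adjusted p = 0.775 with an estimated correlation.

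In day 2 Ly6C+ MFs (n = 5 and 6), 217 genes were higher and 157 lower in KO, and 13 passed with only the arrays of these groups. The balance depended on the controls, with 226 higher and 254 lower against WT replicates 4 to 6. After centring on array medians fewer genes were lower, with the counts given below. Gdf3 fell by -0.92 (SE 0.11, adjusted p = 2.4e-06, 5 of 5) and Hebp1 rose by 1.88 (SE 0.21, adjusted p = 2.9e-07, 5 of 5). Apold1 (1.16), Saa3 (1.05) and Lyz1 (1.35) rose in 5 of 5 arrays, as did the tRNA modification gene Osgep (0.90), the proteasome subunit Psmb4 (0.85) and the lipid chaperone Fabp5 (0.83). The transcription regulators Id3 (0.95, 4 of 5) and Csrnp1 (0.86, 2 of 5) and the chemokine Ccl4 (1.13, adjusted p = 0.033, 2 of 5) rose as well. Falls included the metalloprotease Adam19 (-0.73) and the receptor kinase substrate Eps8 (-0.72), both in 5 of 5. Igfbp7 (-1.22, adjusted p = 0.035, 2 of 5), Cav1 (-0.81, 4 of 5), Emcn (-0.80, 2 of 5), Tm4sf1 (-0.79, 3 of 5) and Adgrl4 (-0.72, 2 of 5) fell, with Zfp87 (-0.75, 1 of 5) and Neto2 (-0.75, 1 of 5). Of these only Emcn belongs to the endothelium list of 8 genes, which does not tell the cell source of the others. That list was lower against WT replicates 1 to 3 and not against 4 to 6, and it did not hold with an estimated correlation. The SD was larger in WT than in KO for Igfbp7 (1.03 and 0.33), Emcn (0.58 and 0.27) and Adgrl4 (0.53 and 0.20). It was smaller in WT for Adam19 (0.06 and 0.23) and Eps8 (0.14 and 0.32). RNA of other cells in some WT arrays stays open as a source of such falls. Igf1 (0.27), Fabp4 (0.12), Cd36 (0.11), Angptl4 (-0.16) and Plin2 (0.18) did not pass, with adjusted p from 0.25 to 0.78. With WT replicates 1 to 3 as controls the test passed for 2252 genes, with replicates 4 to 6 for 480 and with both for 84, and across genes the effects correlated at r = 0.228 (genes are not independent replicates). Gdf3 was -1.01 and -0.82, Hebp1 1.37 and 2.39, Trem2 0.78 and 0.59, and Ccl4 1.96 and 0.30 with those controls, the last not passing with replicates 4 to 6 (adjusted p = 0.65). Lyz1 was 0.41 and 2.30, and Lyz2 0.62 and -3.33. Igfbp7 was -0.45 with replicates 4 to 6 (adjusted p = 0.51).

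Of 13 lists that passed in day 2 Ly6C+ MFs, 5 held with an estimated correlation. Lysosome was higher (4 of 18 genes, 7 adjusted over the list alone, adjusted p = 1.2e-07), with the cathepsins Ctsl at 0.47 and Ctsd at 0.34 (0.20 without WT replicate 5). MF maturation was higher (1 of 13, 3 adjusted over the list alone, adjusted p = 9.0e-05, Ms4a7 at 0.38), as were matrix remodelling (2 of 13, 4 adjusted over the list alone, adjusted p = 0.0022, Plau at 0.59) and immediate early genes (2 of 13, 8 adjusted over the list alone, adjusted p = 9.5e-07, Fosb at 0.50). Dendritic cell markers were lower (1 of 9, 4 adjusted over the list alone, adjusted p = 0.0031, Xcr1 at -0.40). The other 8 did not hold. Inflammatory cytokines were higher (2 of 20, adjusted p = 4.1e-07, Ccl3 at 0.22), with adjusted p = 0.167 with an estimated correlation. The interferon response (0 of 20 passing, 3 adjusted over the list alone, adjusted p = 5.7e-05) and oxidative phosphorylation (0 of 17 passing, 8 adjusted over the list alone, adjusted p = 2.1e-05) were higher, with adjusted p = 0.400 and 0.065 with an estimated correlation. Efferocytosis (1 of 14 higher, 1 lower, Trem2, a lipid sensing receptor, at 0.69 and Pros1 at -0.60) and growth and repair factors (1 of 17 higher, 1 lower, Gpnmb at 0.36 and Gdf3 at -0.92) were higher as lists, each with adjusted p = 0.207 with an estimated correlation. Fatty acid oxidation was higher with 0 of 16 passing and adjusted p = 0.475 with an estimated correlation. Endothelium (3 of 8 lower, Cdh5 at -0.63) and fibroblast markers (1 of 10 lower, Dcn at -0.72, or -0.18 with replicates 4 to 6 and -0.46 without WT replicate 1) were lower, with adjusted p = 0.135 and 0.446 with an estimated correlation. PPAR and lipid handling did not pass (1 of 13 higher, 1 lower, adjusted p = 0.509). With either control set oxidative phosphorylation (adjusted p = 0.0031 with replicates 1 to 3 and 1.2e-04 with 4 to 6) and immediate early genes (3.5e-04 and 4.0e-05) passed. Lysosome (adjusted p = 6.5e-11), MF maturation (3.1e-05), efferocytosis (3.4e-06), glycolysis and hypoxia (3.1e-05) and iron handling (0.0058) passed with replicates 4 to 6 and not with 1 to 3. Inflammatory cytokines (adjusted p = 6.9e-08) and the lower endothelium and fibroblast markers (4.0e-05 each) passed with replicates 1 to 3 and not with 4 to 6.

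In day 2 Ly6C- MFs (n = 5 and 6), 17 genes were higher and 23 lower in KO, or 22 and 16 after centring on array medians, and 17 passed with only the arrays of these groups. Gdf3 fell from 9.47 ± 0.29 to 8.25 ± 0.14 (SD, adjusted p = 4.0e-09, 5 of 5) and Cmbl by -1.16 (SE 0.12, adjusted p = 2.7e-08, 5 of 5). The tissue MF receptor Lyve1 (-0.82, 4 of 5), the leukotriene enzyme Alox5 (-0.63) and Adam19 (-0.91), Tppp3 (-0.87), Megf9 (-0.79), Nav2 (-0.76), Eya4 (-0.73) and Aspa (-0.63) fell, all in 5 of 5 except Lyve1. Rises were Saa3 at 1.34 (SE 0.17, adjusted p = 6.2e-06, 5 of 5), Apold1 at 1.30 (SE 0.14, adjusted p = 3.7e-08, 5 of 5) and Slc40a1 at 1.00 (SE 0.13, adjusted p = 1.1e-05, 5 of 5). Id3 (1.03, 4 of 5), the stress gene Gadd45g (0.64, 3 of 5), H2-Q4 (0.62), the glucan receptor Clec7a (0.60), Ms4a4c (0.54, 4 of 5), Pilrb1 (0.53) and Rassf4 (0.52) followed. Igf1 (0.16), Fabp4 (-0.16), Cd36 (-0.02), Angptl4 (-0.33) and Plin2 (0.05) did not pass, with adjusted p from 0.53 to 0.98. Immediate early genes were higher (1 of 13, 6 adjusted over the list alone, adjusted p = 3.8e-08, Zfp36 at 0.44), as was iron and heme handling (1 of 11, adjusted p = 0.0030, Slc40a1), and both held with an estimated correlation. Interferon response (adjusted p = 8.2e-08, Cxcl10 at 0.72) and inflammatory cytokines (adjusted p = 1.1e-05, Tnfsf9 at 1.09 and Il1b at 0.77) were higher with 0 of 20 passing (1 each adjusted over the list alone). Both had adjusted p = 0.456 with an estimated correlation. MF maturation (0 of 13 passing) and oxidative phosphorylation (0 of 17 passing) were higher, with adjusted p = 0.182 and 0.566 with an estimated correlation. With WT replicates 1 to 3 as controls the test passed for 2099 genes, with replicates 4 to 6 for 23 and with both for 16 (r = 0.188 across genes, which are not independent replicates).

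At day 4 (n = 4 and 4), 9 genes were higher and 4 lower in KO, and 592 had an unadjusted p below 0.05. Gdf3 fell from 9.34 ± 0.06 to 7.75 ± 0.31 (SD, adjusted p = 1.4e-10). The phospholipase B-like gene Plbd1 (-0.76), the transporter Slco2b1 (-0.62) and Lrrc39 (-0.49) fell. Lyz1 (1.92), Apold1 (0.78), the autophagy gene Depp1 (0.75), Plxnd1 (0.69), the DNA repair gene Mbd4 (0.69), Mansc1 (0.64), Strap (0.51), Slc13a3 (0.50) and the matrix gene Fn1 (0.60, 3 of 4) rose, all in 4 of 4 except Fn1. Igf1 (0.15), Fabp4 (-0.21), Cd36 (-0.01), Angptl4 (-0.30) and Plin2 (-0.05) did not pass (adjusted p = 1 each). Matrix remodelling (1 of 13 higher, adjusted p = 0.00077) and inflammatory cytokines (0 of 20 passing, adjusted p = 0.00077, Ptgs2 at 0.92, Cxcl2 at 0.75) were higher, with adjusted p = 0.067 and 0.733 with an estimated correlation. The interferon response (0 of 20 passing, adjusted p = 0.0072) and T and NK cell markers (0 of 12 passing, adjusted p = 0.021) were lower, with adjusted p = 0.916 and 0.563 with an estimated correlation.

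Over the 4 genotype contrasts 407 genes passed in at least 1, and 19 passed in 2 or more with the same direction. Gdf3 fell and Apold1 and Plxnd1 rose in all 4, and Lyz1 and Saa3 rose in 3. Between the day 2 subsets 10 higher and 4 lower genes were shared, and across genes the effects correlated at r = 0.605 (genes are not independent replicates). The WT replicate split runs through both subsets, so the day 2 arrays were regrouped in 99 other splits that moved same-number arrays together, a test chosen after the result was seen. Of these 3 shared at least 14 genes, with a median of 0 and up to 109 when WT replicate 4 joined KO replicates 1 to 4, a split that keeps most of the real groups. The r was at least as high in 4 of the 99, with a median of 0.339 and up to 0.628. Other pairs of conditions had r from -0.049 to 0.120. Of the 19 recurrent genes 7 lie on chromosome 6, which also carries Pparg, and they are Apold1, Clec7a, Fam234b, Gdf3, Hebp1, Plxnd1 and Strap. Chromosome 6 holds 1099 of the tested genes, and the odds ratio against all other genes was 10.01 (95% interval 3.33 to 27.6, Fisher's exact p = 4.4e-05, a test chosen after the names were seen). In gene order Plxnd1 lies 9 places from Pparg, Gdf3 77, Apold1 259 and Hebp1 263.

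**Figure D2:**
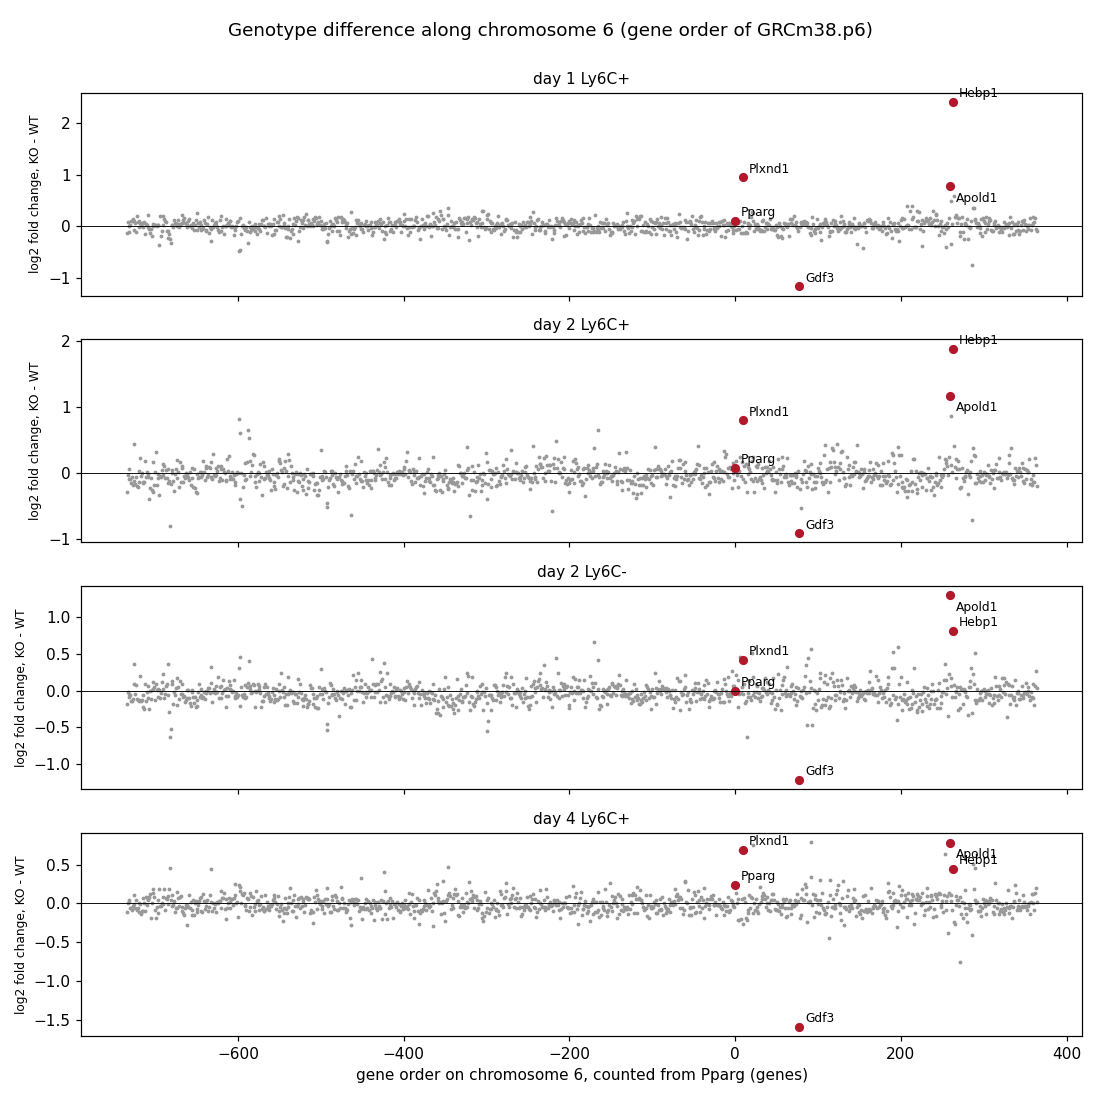
Genotype difference (KO minus WT, log2) of each tested gene of chromosome 6 by its order from Pparg, in 4 conditions. Gdf3, 77 places away, is at -1.17, -0.92, -1.22 and -1.59, and Plxnd1, 9 places away, is at 0.95, 0.79, 0.42 and 0.69.

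The genotype effect was compared between days by interaction. Between day 1 and day 2 it passed for Pf4 (0.73) and the phosphatase Acp5 (0.63), both with adjusted p = 0.017, and 1782 genes had an unadjusted p below 0.05. Acp5 was 9.51 ± 0.19 in WT (SD, n = 6) and 10.17 ± 0.14 in KO (SD, n = 5) at day 2, against 9.78 ± 0.02 and 9.80 ± 0.11 at day 1 (SD, n = 4 each). Between day 2 and day 4 it passed for Cav1 (1.26), Siglech (0.96), Bach2os (-0.73), Fam234b (-0.66), Acp5 (-0.60) and Lrrc39 (-0.49), with adjusted p from 0.039 to 0.048, and for 1686 unadjusted. For Gdf3 the interaction was 0.26 and -0.67 (adjusted p = 0.68 and 0.18). From day 1 to day 2 the KO effect became higher for 13 lists, led by inflammatory cytokines (adjusted p = 5.3e-08) and immediate early genes (2.3e-07), and lower for endothelium (0.0086) and fibroblast markers (0.013). From day 2 to day 4 it became lower for 7, led by the interferon response (1.4e-06) and lysosome (5.0e-06), and higher for endothelium (0.0051). None of these list calls held with an estimated correlation, with values from 0.066 to 0.511.

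Rosiglitazone was compared with no drug to ask what added ligand changes. In Ly6C+ MFs (n = 3 and 6) 1101 genes were higher and 1117 lower. With only the arrays of these groups 0 passed by limma, where all arrays gave 5028 at an unadjusted p below 0.05. Pparg (-0.13, adjusted p = 0.63), Cd36 (0.11), Plin2 (0.02), Gdf3 (-0.05) and Angptl4 (0.41, SE 0.20, adjusted p = 0.18, 2 of 3) did not pass, and Fabp4 fell by -0.65 (SE 0.19, adjusted p = 0.019, 1 of 3). The size of this fall depended on the controls. The Fabp4 mean was 8.39 ± 0.26 in treated arrays, 9.25 ± 0.11 in replicates 1 to 3 and 8.83 ± 0.65 in replicates 4 to 6 (SD, n = 3 each). The last set ran from 8.12 to 9.40. The glucocorticoid response gene Fkbp5 rose by 1.10 (SE 0.13, adjusted p = 2.4e-06, 3 of 3), and the acute phase genes Lcn2 (1.34) and Lrg1 (1.31) rose in 3 of 3. Ccdc86 (1.27), Fam71a (1.16), Tango2 (1.10) and Gatc (1.04) rose in 3 of 3, the peroxidase Gpx3 (1.03) in 2, Tbc1d7 (1.15) in 1 and Fabp7 (1.13) in 0. Falls included Plagl1 (-1.77), Gprc5a (-1.85) and Flrt3 (-1.80), all 3 of 3, the chaperones Hsph1 (-1.80, 2 of 3) and Hspa1a (-1.98, 0 of 3), and Inhba (-1.88, 2 of 3). Arrdc3 (-1.76, 1 of 3), Egln3 (-1.99), the chemokine Ccl5 (-1.95) and Mpp7 (-1.84) fell too, the last 3 with 0 of 3 beyond every control. Glycolysis and hypoxia fell (12 of 18 lower, 13 adjusted over the list alone, adjusted p = 4.7e-07), with Ero1a at -1.67, the mitophagy gene Bnip3 at -1.41 and Pfkfb3 at -1.15. Endothelium markers fell beside it (3 of 8 lower, 6 adjusted over the list alone, adjusted p = 0.0037, Cdh5 at -0.58). Both had adjusted p = 0.425 with an estimated correlation. PPAR and lipid handling did not pass (1 of 13 higher, 2 lower, adjusted p = 0.640). With replicates 1 to 3 as controls the test passed for 4684 genes, with replicates 4 to 6 for 471 and with both for 375 (r = 0.642 across genes, which are not independent replicates). With replicates 4 to 6 Fkbp5 was 1.03 and Lrg1 1.19, both passing, and Lcn2 was 0.63 (adjusted p = 0.052) and Egln3 -1.33 (adjusted p = 0.13). Tbc1d7 (0.32), Fabp7 (0.43), Hspa1a (-1.43), Inhba (-1.31) and Mpp7 (-1.26) did not pass with that set either, with adjusted p from 0.078 to 0.54. The glycolysis list passed with either set (adjusted p = 1.8e-06 and 1.1e-04).

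In Ly6C- MFs (n = 3 and 6) 3 genes were higher and 4 lower with rosiglitazone, and 1920 had an unadjusted p below 0.05. By limma 0 passed with only the arrays of these groups. Angptl4, a PPARγ target that inhibits lipoprotein lipase, rose from 7.78 ± 0.15 to 9.20 ± 0.69 (SD, adjusted p = 8.2e-05, 3 of 3). Fhdc1 (0.98) and Lrrc39 (0.52) rose in 3 of 3. The xenobiotic receptor Ahr (-1.27, 2 of 3), Tas2r135 (-0.80, 3 of 3), the interferon regulatory factor gene Irf4 (-0.78, 3 of 3) and Clec7a (-0.58, 2 of 3) fell. With the SE pooled over all groups Gdf3 at 0.55 (SE 0.13, adjusted p = 0.12, 3 of 3), Cd36 at 0.22 (3 of 3), Plin2 at 0.18 (3 of 3) and Pparg at -0.08 (0 of 3) did not pass. With replicates 1 to 3 as controls the test passed for 1784 genes and with replicates 4 to 6 for 3, which are Angptl4 (1.5), Fhdc1 (0.90) and Lrrc39 (0.50). Lyz2 was at 1.99 over all controls (SE 0.75, adjusted p = 0.37). Its treated mean of 13.01 was near replicates 4 to 6 (12.86) and far from 1 to 3 (9.18). LXR targets were higher (0 of 10 passing, 2 adjusted over the list alone, adjusted p = 0.030, Nr1h3 at 0.57). Inflammatory cytokines (0 of 20 passing, adjusted p = 0.015, Ccl5 at -1.46), MHC class II (0 of 10 passing, adjusted p = 0.015, Cd83 at -0.83) and monocyte identity (0 of 11 passing, adjusted p = 0.044, Ccr2 at -0.54) were lower. These 4 had adjusted p = 0.437, 0.870, 0.437 and 0.511 with an estimated correlation. PPAR and lipid handling did not pass (1 of 13 higher, adjusted p = 0.190).

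The rosiglitazone effect differed between subsets for Fhdc1 (1.20, adjusted p = 0.0050), Rsrp1 (0.83) and the autophagy gene Atg101 (-1.32), and 1547 genes had an unadjusted p below 0.05. For Angptl4 (1.01, adjusted p = 0.25) and Gdf3 (0.60, adjusted p = 0.35) the difference between subsets did not pass. Glycolysis and hypoxia (adjusted p = 5.6e-05), cell cycle (0.0067), endothelium (0.0078) and fibroblast markers (0.012) had a higher drug effect in Ly6C- MFs and monocyte identity (5.8e-05) a lower one, and none held with an estimated correlation. Of 131 list calls over the 14 contrasts 33 held with an estimated correlation, as given for each contrast. The KO and rosiglitazone effects correlated across genes at r = 0.189 in Ly6C+ and 0.281 in Ly6C- MFs (genes are not independent replicates). Shared controls alone gave a mean r of 0.376 and 0.359 in simulation, and with controls split 3 and 3 the mean r was -0.0265 and 0.015.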

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

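The level checks of Lyz1, Hebp1, Plxnd1, Apold1, Saa3, Vcan, Acta1, S100a8 and Cxcr2 were chosen after the result was seen, and the other tests here were planned. A single array was called far from its group when its gap to the nearest other array, over the range of the group, was above Dixon's 95% critical value. This held in 14 of 200 checks of 1 gene in 1 group, where chance gives about 1 in 20.

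The lipid uptake genes Fabp4 (8.12, others 8.97 to 9.40) and Cd36 (9.76, others 10.63 to 11.12) were low in WT day 2 Ly6C+ replicate 4, and Vcan (7.47, others 7.95 to 8.19) was low and Igf1 (11.31, others 10.72 to 10.92) high in WT day 2 Ly6C- replicate 4. Cx3cr1 was high in WT day 2 Ly6C- replicate 1 (9.22, others 9.01 to 9.07) and Angptl4 in WT day 1 replicate 4 (7.06, others 6.63 to 6.70). The granule gene S100a8 was low in WT day 2 Ly6C+ replicate 5 (6.16, others 6.60 to 6.84), high in KO day 2 Ly6C+ replicate 5 (7.26, others 6.72 to 6.87) and high in KO day 2 Ly6C- replicate 2 (7.43, others 6.98 to 7.10). In KO day 2 Ly6C+ MFs Cxcr2 (5.27, others 5.72 to 5.87) and a probe set shared by Ly6c1 and Ly6c2 (11.83, others 12.04 to 12.08) were low in replicate 3, Lyz1 in replicate 4 (12.09, others 12.39 to 12.48) and the Y-linked Kdm5d in replicate 5 (7.44, others 7.67 to 7.77). Saa3 was low in KO day 2 Ly6C- replicate 3 (8.05, others 8.59 to 8.81).

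The genotype effect differed between the day 2 subsets for Cmbl (-1.21) and Tppp3 (-1.01), by the interaction term of limma. The real groups gave these 2 genes and 8 of 100 splits gave as many, with up to 153, so chance could not be excluded. The rosiglitazone effect differed between subsets for Atg101 (-1.32), Fhdc1 (1.20) and Rsrp1 (0.83). Here 21 of 100 splits gave as many as these 3, with up to 4274, and chance could not be excluded. The genotype effect differed between day 2 and day 1 for Pf4 (0.73) and Acp5 (0.63), where 3 of 100 splits gave as many as these 2, with up to 97, a share under 0.05. With only the compared arrays 0 passed by limma (1782 unadjusted with all arrays). Between day 4 and day 2 it differed for Cav1 (1.26), Siglech (0.96), Bach2os (-0.73), Fam234b (-0.66), Acp5 (-0.60) and Lrrc39 (-0.49). For these 6 genes 3 of 100 splits gave as many, with up to 20, a share under 0.05. By limma, however, 0 genes passed with the replicate number as a block, 0 with only the compared arrays and 0 without any 1 of 8 arrays, where all 44 arrays gave 1686 at an unadjusted p below 0.05, so these 6 calls depend on the setting. The splits with 153, 4274 and 97 genes call many times the real counts, which points to a structure of the samples. The one with 4274 put Ly6C+ WT replicates 3 to 5 with all 3 rosiglitazone arrays, and Ly6C- WT replicates 1, 2, 3 and 5 with rosiglitazone replicates 1 and 3. The one with 153 kept WT replicates 1 to 3 together in both subsets at day 2. The one with 97 put WT day 2 Ly6C+ replicates 1, 2, 3 and 6 together with KO replicates 3 and 5.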

How the results depend on the processing

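The fits with WT day 2 replicates 1 to 3 and 4 to 6 as separate groups or controls were chosen after the result was seen, and the other settings were planned. All were run. For 663 gene results the settings gave 14978 values with the direction and the side of the threshold kept, 936 weaker, 192 stronger, 81 moved beyond the spread of replicates and 3 reversed. The 131 list calls were run in 6 settings and gave 580 kept and 206 weaker, of which 98 were lost with an estimated correlation, 58 with fry, 31 with quantile normalization, 11 with the replicate block, 6 with centring and 2 with the mean of probe sets. Unless a reason is given, the cause was not tested.

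With genes above the median gene mean only, which tests fewer genes, 5921 passed between the WT subsets, 6414 from day 2 to day 4, 2 for rosiglitazone in Ly6C- MFs and 1 for genotype by subset. Quantile normalization again gave 11 for rosiglitazone in Ly6C- MFs, 5 for genotype by subset and a day 4 position of 0.942. Rescaling moved the median of no contrast by more than 0.077. It did move the balance of directions. Between the WT subsets 5150 genes were higher and 2513 lower after centring on array medians, and between the KO subsets 4707 and 1591, or 3653 and 2187 after quantile normalization. From day 2 to day 4 it was 5282 and 3394 after centring and 4946 and 3324 after quantile normalization. After centring it was 222 and 87 for genotype in day 2 Ly6C+ MFs and 22 and 16 in Ly6C- MFs. Trend and robust gave 4 genes for genotype by day 2 against day 1. With an estimated correlation 33 list calls held.

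With only the arrays of the compared groups, and so fewer samples, 5831 genes passed between the WT subsets, 537 from day 1 to day 2, 13 and 17 for genotype in day 2 Ly6C+ and Ly6C- MFs, 0 for rosiglitazone in either subset, 1 for genotype by subset and 0 for the other 3 interactions. For those 0 counts, by limma with all arrays, the unadjusted counts were 5028 and 1920 for rosiglitazone and 1547, 1782 and 1686 for the interactions. Array weights gave 2123 and 565 for genotype in day 2 Ly6C+ and Ly6C- MFs, 26 at day 4, 5037 and 16 for rosiglitazone in Ly6C+ and Ly6C- MFs, 12 for genotype by subset, 448 for rosiglitazone by subset, and 254 and 359 for genotype by day 2 against 1 and day 4 against 2.

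A fold of at least 1.5 beside the adjusted p, a stricter rule, left 1975 genes between the WT subsets, 1820 between the KO subsets, 400 from day 1 to 2, 3301 from day 2 to 4, 59 and 17 for genotype in day 2 Ly6C+ and Ly6C- MFs, and 517 for rosiglitazone in Ly6C+ MFs. Beside the unadjusted p it gave 1983, 1827, 441 and 3306 for the first 4, then 15 for genotype at day 1, 100 and 67 in the day 2 subsets and 25 at day 4. It gave 577 and 145 for rosiglitazone in Ly6C+ and Ly6C- MFs, 25 for genotype by subset, 177 for rosiglitazone by subset, 189 and 155 for genotype by day, and 34 genes shared between genotype contrasts.

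With the replicate number as a block 974 genes passed from day 1 to 2, 47 and 72 for genotype in day 2 Ly6C+ and Ly6C- MFs, 4480 and 602 for rosiglitazone, 1 for genotype by subset, 0 for rosiglitazone by subset, and 48 and 0 for genotype by day. The block kept the other counts within 1.5 times, at 6830 and 10253 for the subsets, 8535 from day 2 to 4, 5 for genotype at day 1 and 13 at day 4. Of the 72 genes 18 were among the 40 of the fit without a block, and of the 13 genes 8.

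With the WT day 2 sets as separate groups 870 and 224 genes passed for genotype in day 2 Ly6C+ and Ly6C- MFs, 20 at day 4, 207 for rosiglitazone in Ly6C- MFs, 28 for rosiglitazone by subset, and 20 and 58 for genotype by day. Against replicates 1 to 3 it was 2252 and 2099 for genotype, 4684 and 1784 for rosiglitazone, and 27, 201, 609 and 525 for the interactions in the order used above. Against replicates 4 to 6 it was 23 for genotype in Ly6C- MFs, 471 and 3 for rosiglitazone, and 1, 0, 7 and 20. Lyz2 reversed in the genotype contrasts against replicates 1 to 3, to 0.62 in Ly6C+ and 0.46 in Ly6C- MFs, and Sparc reversed to 0.10 between the WT subsets with replicates 4 to 6. The correlation of KO and rosiglitazone effects in Ly6C+ MFs reversed to -0.0265 as the mean over splits of the controls (-0.336 to 0.303) and to -0.336 with replicates 4 to 6 for KO and 1 to 3 for rosiglitazone, while the opposite choice gave 0.0502. In Ly6C- MFs it reversed to -0.317 with that choice and to -0.125 with the opposite one. The overlap of control arrays that these settings remove is a positive term by construction.

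Leaving out 1 array at a time gave 7632 to 9694 genes between the WT subsets, 5611 to 7682 between the KO subsets, 8365 to 10473 from day 2 to 4, 6 to 9 for genotype at day 1, 9 to 13 at day 4, and a day 4 position of 0.911 to 0.924. From day 1 to 2 it gave 1243 to 2375, with 1284 without WT day 1 replicate 2 and 1243 without 4. Genotype in day 2 Ly6C+ MFs gave 104 to 1160. Without WT replicates 1, 2, 3, 4 and 6 it was 150, 180, 224, 1160 and 744, and without KO replicates 1 to 4 it was 165, 104, 152 and 153. Genotype in day 2 Ly6C- MFs gave 16 to 132, with 22, 21, 132, 76 and 122 without WT replicates 1, 2, 4, 5 and 6 and 16, 23 and 20 without KO replicates 1, 3 and 4. Rosiglitazone in Ly6C+ MFs gave 844 to 3573, with 1441 and 3573 without WT replicates 3 and 4 and 844 and 1108 without treated replicates 1 and 3. In Ly6C- MFs it gave 3 to 320, with 4, 3, 4 and 320 without WT replicates 1 to 4 and 3, 3 and 117 without treated replicates 1 to 3. Genotype by subset gave 1 to 7. It was 7 without WT Ly6C+ replicate 4, and 1 without WT Ly6C+ replicate 1 or 3, WT Ly6C- 1, 2 or 5, KO Ly6C+ 1, 2, 4 or 5, or KO Ly6C- 1, 3, 4 or 5. Rosiglitazone by subset gave 0 to 194, with 194 without WT Ly6C+ replicate 4, 6 without WT Ly6C- replicate 4, 0 without treated Ly6C+ replicate 1 and 5 without treated Ly6C- replicate 2. Genotype by day 2 against 1 gave 0 to 17. It was 0 without WT day 1 replicate 1, 2 or 3, KO day 1 replicate 4 or KO day 2 replicate 3, 4 without WT day 1 replicate 4, 13, 4 and 17 without WT day 2 replicates 4 to 6 and 7 without KO day 2 replicate 5. Genotype by day 4 against 2 gave 0 to 36, with 1, 36 and 11 without WT day 2 replicates 2, 4 and 6 and 2 without KO day 2 replicate 4. It was 0 without KO day 2 replicate 1, 2 or 3, WT day 4 replicate 1, 2 or 3, or KO day 4 replicate 3 or 4, and 1 without WT day 4 replicate 4.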

Other observations

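Of the tests here, those per contrast or beyond the neighbourhood of Pparg on chromosome 6, on the neighbours of Lyz2, on recurrent genes, on Lyz2 in WT day 2 and on genes beyond both day 2 subsets were chosen after the result was seen, and the others were planned. Genes outside the range of both day 2 subsets set the day 4 arrays apart, and these were named after their values were seen. Above both were Dnase1l3 (10.37 at day 4 against 5.75 in day 2 Ly6C+ and 5.49 in Ly6C- MFs), the chemokine Cxcl9 (3.08 above the nearer subset), Cd72 (2.96), the iron exporter Slc40a1 (2.86), the receptor Axl (2.50) and the interferon-induced Iigp1 (2.76) and Gbp4 (2.74). The muscle genes Myl1 and Actc1 were 2.75 and 2.37 above both, and no test ties any of these genes to the MFs. Below both were the neutrophil attractants Cxcl3 (-3.55) and Ppbp (-3.28), the debris sensor Clec4e (-3.47), Olr1 (-3.08), the vessel growth factor Vegfa (-2.85), Ptgs2 (-2.65) and the matrix gene Fn1 (-2.26).

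The day 4 arrays carry the label Ly6C+ F4/80low and lie near the day 2 Ly6C- arrays. The planned test placed the day 4 mean of a probe set shared by Ly6c1 and Ly6c2 at 0.659 of the way from Ly6C+ to Ly6C- (10.24 ± 0.20, SD, n = 4, against a midpoint of 10.70) and Adgre1 at 1.34, which is consistent with cells of the other sorted subset on these arrays. A plain mixture of the day 2 subsets is argued against by 441 genes beyond both, where day 1 had 85. Cells that kept the sort label and changed with time stay open, as does the label itself, since no cell counts or staining were used here.

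The genes that recur in the genotype contrasts may follow DNA of another strain carried along with the floxed Pparg on chromosome 6. The planned test pooled the genes of all 4 contrasts, most of them from day 2 Ly6C+ MFs, and left it open, with an odds ratio of 2.01 within 100 neighbours of Pparg (95% interval 0.850 to 4.08, Fisher's exact p = 0.070), while pooled tests chosen later gave 1.47 elsewhere on chromosome 6 (p = 0.068), 1.57 for all of it (1.07 to 2.25, p = 0.016, or 0.165 adjusted over 21 chromosomes, of which chromosome 2 passed with 0.451) and 1.5 around Lyz2 (p = 0.31). Taken per contrast, the odds ratio near Pparg was 39.6 at day 1 (Fisher's exact p = 0.0021, 2 genes), 14.4 in day 2 Ly6C- MFs (p = 4.9e-05, 5 genes) and 44.5 at day 4 (p = 6.7e-06, 4 genes), and elsewhere on the chromosome 31.4 at day 1 (p = 8.9e-04) and 16.8 at day 4 (p = 4.5e-04), which with 10.01 among recurrent genes (3.33 to 27.6, p = 4.4e-05) is in line with linked DNA there. In day 2 Ly6C+ MFs it was 0.791 near Pparg (Fisher's exact p = 1) and 1.39 elsewhere (p = 0.131), and in day 2 Ly6C- MFs 1.96 elsewhere (p = 0.214), where the wide intervals keep it open. An effect of the KO on Gdf3, Plxnd1 and the others stays open, since the design ties the allele to its neighbours.

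The low Lyz2 of WT day 2 replicates 1 to 3 was weighed in both subsets. KO arrays under a WT label are argued against, because none of the 6 arrays lay in the KO range of Gdf3 or Plxnd1 and the smallest gap was 0.296, though Hebp1 was nearer to the KO mean in 2 of 3 arrays of each subset while outside the KO range. A technical batch alone stays open. The Lyz2 difference was 2.31 times the largest difference of another gene with Lyz1 left out, and 2137 genes differed. The sets were compared because Lyz2 split them, so this ratio cannot decide. Lyz1 was nearer to the KO mean in 6 of the 6 arrays, so animals with the Cre insertion and an intact Pparg are a candidate explanation. The labels name no such control, and other differences between the replicate sets stay open.

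Other splits of the same arrays were refitted for each comparison of groups. For the WT subsets 1 of 100 splits, the real one, reached 9007 genes and the highest other 7489. For the KO subsets it was 1 of 100 (7661 and 2502), for day 1 to 2 it was 1 of 100 (1931 and 896) and for day 2 to 4 it was 1 of 100 (9921 and 5727), so chance is excluded for these 4. For rosiglitazone in Ly6C+ MFs 3 of 84 splits gave as many (2218 and 3961), a share under 0.05, but the highest follows the WT replicate sets and the real count was 4684 against replicates 1 to 3 and 471 against 4 to 6, so how much of it is the replicate split stays open. For genotype in day 2 Ly6C- MFs 4 of 100 splits gave as many (40 and 411), but 6 of 100 did when same-number arrays moved together, a test chosen after the result was seen, so chance stays open there. For the count of genes chance could not be excluded for genotype at day 1, with 3 of 35 (7 and 83), in day 2 Ly6C+ MFs, with 5 of 100 (374 and 1633), and at day 4, with 2 of 35 (13 and 19), nor for rosiglitazone in Ly6C- MFs, with 7 of 84 (7 and 2039). The 7 genes of day 1 did all pass again in the same direction in separate day 2 Ly6C+ arrays, where 0.0653 higher and 0.00787 lower genes are expected if unrelated, which argues against chance for these genes. Several of the highest others call many times the real count, which points to a structure of the samples. For rosiglitazone in both subsets the split set WT replicates 1 to 3 against replicates 4 to 6 joined with the treated arrays. At day 1 and day 4 it set replicates 1 and 2 of both genotypes against 3 and 4, and with the replicate number as a block 5 and 13 genes passed. In day 2 genotype splits WT replicates 4 and 6 were joined with 4 KO arrays.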
